A study of Caenorhabditis elegans with 6 samples. Its data were reported in "H3K9me selectively blocks transcription factor activity and ensures differentiated tissue integrity" (2021).

How the data were processed

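ChIC-seq, a form of CUT&RUN for small numbers of cells, was performed on FACS-sorted body wall muscle cells of L3 larvae. In this assay an antibody bound to a histone mark recruits protein A fused to micrococcal nuclease (MNase), which cuts the DNA nearby, and the released fragments are sequenced. The genotypes were the N2 wild type (WT) and a *met-2* mutant. The *met-2* gene encodes an enzyme that places methyl groups on H3K9. The 6 libraries were H3K9me2, H3K9me3 and H3K27ac in WT, H3K27ac in *met-2*, and an MNase control without antibody in each genotype. Groups were taken from the sample titles, with 1 library per group.

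The deposited values are raw read counts in non-overlapping windows of the ce10 assembly. Per their methods, the authors trimmed reads with Trimmomatic, aligned them with bowtie2 in its sensitive mode, removed duplicates with the Bismark deduplication tool and counted reads of either orientation per window with QuasR. The table held 100293 windows, nearly all of them 1 kb wide or 1 bp less, and 12 of another width. This is a wider tiling than the one named in the methods. The handling of reads that map to several places was not stated, so counts over repeated sequence are uncertain. Removal of duplicates can also lower the counts of windows with very many reads. A total of 808 windows had no read in any library and were left out, leaving 99485.

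Each library was divided by its total and multiplied by the average total of 16977530 reads, a pseudocount of 8 was added and log2 was taken, following the authors' methods for these counts. Enrichment of a mark was its log2 value minus that of the MNase control of the same genotype, and a window was called enriched above 0.5 on this scale. The H3K27ac change was the enrichment in *met-2* minus that in WT. It was also computed from the scaled H3K27ac reads alone. The pseudocount draws the enrichment of windows with few reads towards 0. Arms and centres of the autosomes were separated at the borders given in the study's methods, by window midpoint, and chromosome X was left out of that comparison. Spearman correlations were computed across windows within the libraries, and neighbouring windows are not independent replicates.

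With 1 library per group there was no estimate of the spread between replicates, so no p-value was computed across windows and every difference is a difference between libraries. The median of a window list was placed among 10000 random lists of the same size, matched on mean scaled H3K27ac reads in 20 bins. The H3K27ac change was also compared within 20 bins of WT control reads, using the 17 bins with at least 100 windows on either side. Counting noise was simulated in 20 draws with equal underlying profiles in both libraries of a comparison, first from a Poisson distribution and then from a negative binomial distribution with the variance-to-mean ratio observed between neighbouring windows (clumped draws). Draws of the H3K27ac libraries from their pooled profile gave the lowest ratios that either kind of noise yields over all windows. The variance ratio contains real differences between neighbours as well as noise. Shares of reads and overlaps of window lists carry 95% Wilson intervals. Intervals of single windows take their width from the counts alone, without the pseudocount, and are centred on the log2 value with the pseudocount. They are therefore too wide where a library has few reads, and are a rough guide there. The adaptor carried a short random molecular identifier, and whether it was used when duplicates were removed was not stated. Intervals of read shares and of single windows, and the floors, cover counting error only. Intervals of shares of windows, and the intervals across windows used to judge alternatives, treat windows as independent. These cover neither counting error nor differences between libraries. The floor was 3 reads.

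The grouping, the measures, the threshold, the rule for named regions and all but 3 of the processing alternatives were fixed before the data were examined. The alternatives were a pseudocount of 1, windows averaging at least 20 scaled reads, windows summed to 10 kb, a threshold of 1, the MNase control of the other genotype, no control, the middle of each chromosome as its centre with 25% at either end as arms, edgeR TMM scaling, totals without the mitochondrial genome and the 1% of windows with the highest control value, and an exact binomial test on the reads of the libraries compared with Benjamini-Hochberg adjusted p under 0.05. That binomial test compares libraries, not conditions, and for the H3K27ac change it used the H3K27ac reads alone. The 3 alternatives chosen after seeing the data were separate controls for the marks in each of the correlations, and the H3K27ac change without the control at windows enriched over both controls.

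Regions were named by rule, as the 3 windows with the highest and the 3 with the lowest value of each measure among windows averaging at least 20 scaled reads in the libraries compared, mitochondrial windows excluded. Adjacent windows beyond 0.5 in the same direction that also averaged at least 20 scaled reads were merged. The rule's wording left the limit for merging open, and this reading of it was chosen during the work. The gene table used here belongs to the WBcel235 assembly, not to ce10, so no coordinate was joined to a gene. The reads over *met-2* itself, the individual loci of the study and the lists of muscle and germline genes were therefore not analysed here, although they had been designed. Windows are given by position only.

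Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with edgeR 4.0.16 for the TMM factors alone. The calculations were tested on simulated data. Of 200 windows planted with a 4-fold gain, 200 passed the log2 threshold and 200 were called by the binomial test. Of 99285 unchanged windows, 9 were called by the binomial test and 1.07% passed the log2 threshold. All libraries were drawn from 1 shared profile with Poisson noise, and gains were planted only in windows above a minimum expected count. These rates test the calculation and do not carry over to the more unevenly spread reads of the data. There the same test called 44.2% of windows different between the MNase controls.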

Results

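Histone marks were profiled by ChIC-seq in sorted L3 muscle to ask where H3K9me2 and H3K9me3 lie in a differentiated tissue and whether H3K27ac, a mark of active promoters and enhancers, changes when MET-2 is lost. The 6 libraries comprised WT H3K9me2 (23850236 reads), WT H3K9me3 (28519008), WT H3K27ac (13658228), *met-2* H3K27ac (23481832), the WT MNase control (9880324) and the *met-2* MNase control (2475550). The highest total was 11.5 times the lowest, and the WT control was 3.99 times as deep as the *met-2* control. The median window of about 1 kb held 200 reads for H3K9me2, 263 for H3K9me3, 129 for WT H3K27ac, 227 for *met-2* H3K27ac, 71 in the WT control and 21 in the *met-2* control. The smallest share of a library that the floor of 3 reads allows was 1.05e-05% for H3K9me3 and 0.000121% for the *met-2* control. No group had a replicate, so none of the differences could be set against a spread between replicates.

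Reads were unevenly spread between adjacent windows. The variance-to-mean ratio between neighbours was 63.9 for H3K9me2, 33.0 for H3K9me3, 16.7 for WT H3K27ac and 22.6 for *met-2* H3K27ac. It was 48.4 in the WT control and 6.80 in the shallower *met-2* control, where a value of 1 would be counting noise alone. The ratio was not corrected for depth, in which the libraries differ, so these values do not rank how uneven the libraries are. Counts of neighbouring windows correlated at 0.403 and 0.401 for H3K27ac in WT and *met-2*. The corresponding values were 0.264 for H3K9me3, 0.168 for H3K9me2, 0.137 for the WT control and 0.134 for the *met-2* control.

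The genotype labels were examined through windows with few reads in the *met-2* libraries. The gene itself was not analysed here, and the windows were chosen after their values were seen. Among windows with at least 50 reads predicted from WT H3K27ac, 3 held no more than 3 reads in *met-2* H3K27ac and none in the *met-2* control, and 0 windows showed the converse. They were adjacent, at V 5080122 to 5083121. From the WT libraries 832.1 *met-2* H3K27ac reads were predicted over them and 2 were found, while 61.1 control reads were predicted and 0 were found. The windows on either side held between 0 and 2 reads in every library. The next lowest ratios were in a pair of adjacent windows at III 8375874 to 8377873, where 469.4 H3K27ac reads were predicted and 85 were found (18.1%), with 38.3 predicted and 15 found in the control, a ratio as low as in 6.54% of adjacent pairs of windows. The *met-2* allele is labelled as lying on chromosome III.

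**Figure D1:**
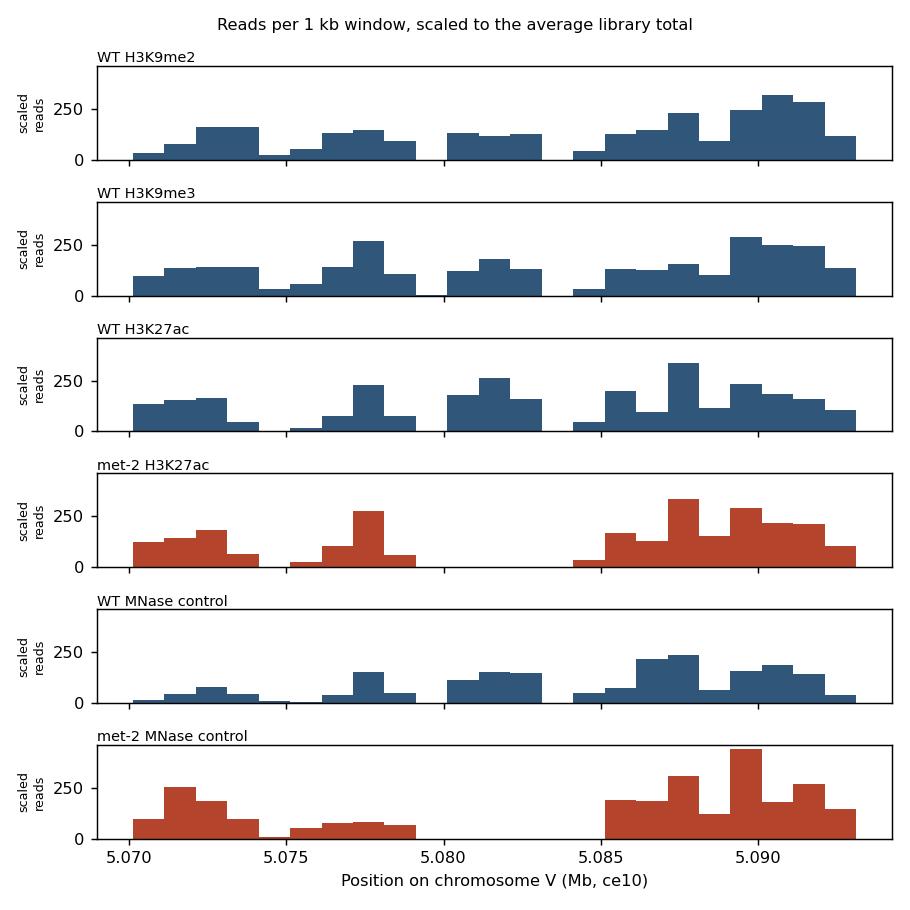
Reads per 1 kb window, scaled to the average library total, along chromosome V (Mb, ce10) in each of the 6 libraries, WT in blue and *met-2* in red, as bars from 0. Between 5080122 and 5083121 the WT libraries have reads, whereas the *met-2* libraries have 2 H3K27ac reads and 0 control reads before scaling.

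The distribution of each mark over the MNase control was then determined. H3K9me3 was enriched in 42529 windows (42.8%) and below -0.5 in 20659 (20.8%), with a median log2 enrichment of 0.32. H3K9me2 was enriched in 35919 windows (36.1%) and below -0.5 in 22535 (22.7%), with a median of 0.19. H3K27ac in WT was enriched in 41587 windows (41.8%), with a median of 0.30. Poisson draws at these depths placed 0.333% of windows above the threshold for H3K9me3, 0.427% for H3K9me2 and 0.686% for WT H3K27ac. Clumped draws, whose variance includes real differences between neighbouring windows, placed 39.4%, 38.1% and 39.3% above it. The alternative that moved the H3K9me3 share most was summing the counts to 10 kb, which left 19.0% of windows enriched. TMM scaling shifted the median H3K9me3 enrichment by -0.28 and left 31.9% of windows above and 29.5% below the threshold.

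Enrichment depended on the control. Of the windows enriched for H3K9me3 over the WT control, 16144 (38.0%) were also enriched over the *met-2* control, against 29.9% of all windows. The 95% interval of 37.5 to 38.4 treats windows as independent. The MNase controls differed from each other by more than 0.5 in 64501 windows (64.8%), with 37675 higher and 26826 lower in *met-2*. Their reads correlated at 0.393 across windows, while the reads of the H3K27ac libraries of the same genotypes correlated at 0.889. The Poisson draws placed 4.83% of windows higher and 7.79% lower for the controls, and the clumped draws 38.2% and 31.4%.

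To describe the chromosomal layout, arms were compared with centres on the 5 autosomes. Median H3K9me3 enrichment was 0.36 in 50720 arm windows and 0.25 in 31097 centre windows, a difference of 0.11, and was higher in arms on 4 of 5 autosomes. Taken singly, 7 of 10 arms were above their centre for H3K9me3. The difference was -0.0128 for H3K9me2, with 1 of 5 autosomes higher in arms. For H3K27ac it was -0.34 in WT, with 0 of 5 autosomes higher in arms, and -0.12 in *met-2*, with 1 of 5. Windows of 10 kb moved the H3K9me3 difference most, to 0.064. In the reads themselves, arms held 62.1% of autosomal windows but 60.4% of H3K9me3 reads and 59.4% of H3K9me2 reads. They held 59.9% of WT control reads and 57.7% of *met-2* control reads. For H3K27ac the arm share was 53.1% in WT and 55.3% in *met-2*. The widest 95% Wilson interval among the libraries was that of the *met-2* control, 57.6% to 57.8%.

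**Figure D2:**
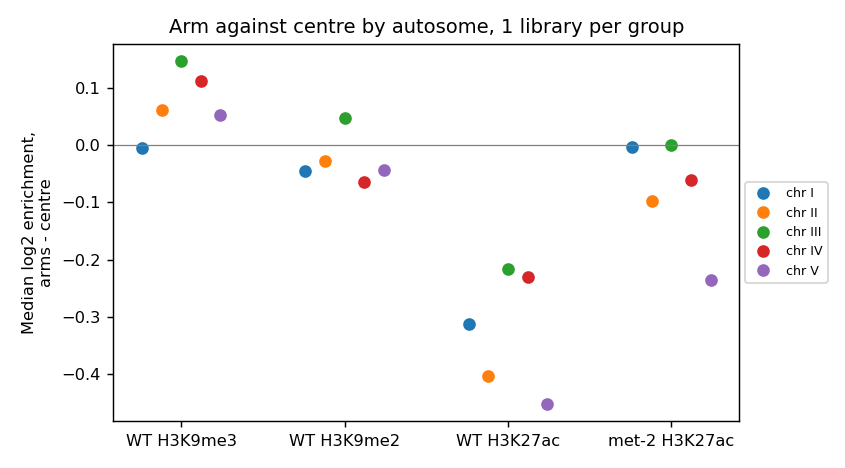
Median log2 enrichment over the MNase control in arms minus that in centres (vertical axis, log2) for each mark (horizontal axis), 1 point per autosome and 1 library per group. WT H3K27ac lies below 0 on all 5 autosomes, and H3K9me3 lies above 0 on 4.

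**Figure D3:**
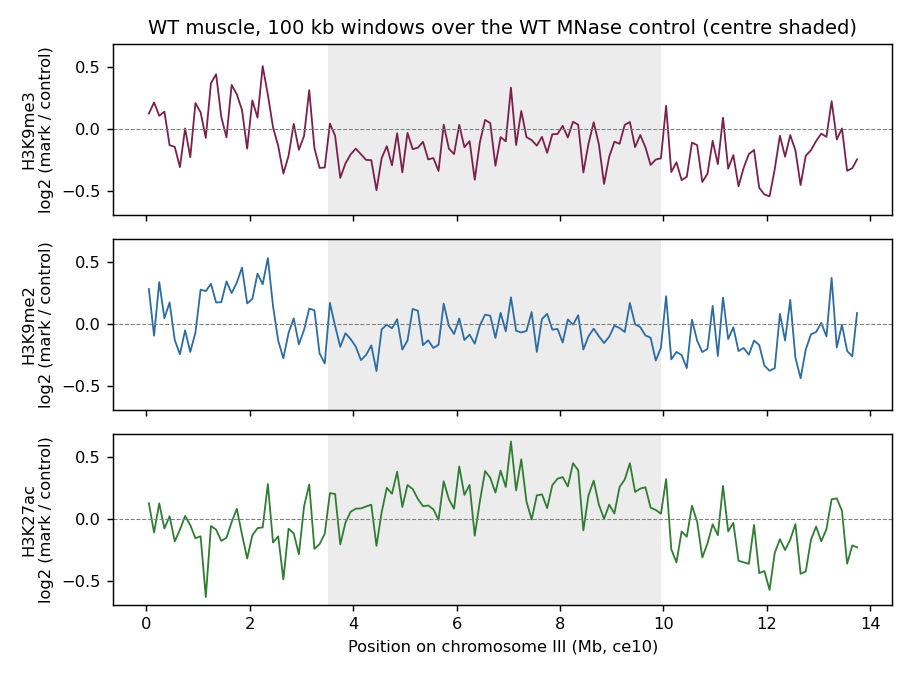
Log2 enrichment over the WT MNase control (vertical axes) in 100 kb windows along chromosome III (Mb, ce10) for H3K9me3, H3K9me2 and H3K27ac in WT muscle, with the centre shaded. Median H3K27ac was -0.11 in the left arm, 0.20 in the centre and -0.17 in the right arm, while median H3K9me3 was 0.043 in the left arm, -0.13 in the centre and -0.22 in the right arm. In 1 kb windows the H3K9me3 medians of the left and right arms were above that of the centre, by 0.26 and 0.046.

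The overlap of the marks was examined next. Over the shared WT control, H3K9me3 and H3K9me2 enrichment correlated at 0.722 across windows and H3K9me3 and H3K27ac at 0.821. These values are across windows within single libraries and the same control reads enter both sides. Separate controls moved both most: with H3K9me3 over the WT control and the other mark over the *met-2* control the correlations were -0.106 and 0.0242. With the assignment exchanged they were 0.0744 and 0.0618. Scaled reads without any control correlated at 0.529 for H3K9me3 with H3K9me2 and at 0.624 for H3K9me3 with H3K27ac. Of the 35919 H3K9me2-enriched windows, 27383 (76.2%, 95% interval 75.8 to 76.7) were H3K9me3-enriched, against 42.8% of all windows. This interval treats windows as independent and does not cover the shared control. Windows enriched for H3K9me2 over the *met-2* control were H3K9me3-enriched over the WT control in 37.7% of cases.

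H3K27ac was then compared between the genotypes. In *met-2*, 30802 windows (31.0%) were enriched, where Poisson draws placed 6.87% above the threshold and clumped draws 32.1%. The enrichment was higher in *met-2* by more than 0.5 in 28048 windows (28.2%) and lower in 36527 (36.7%). Leaving out the controls moved these counts most, to 7123 higher (7.16%) and 3052 lower (3.07%). Under TMM scaling the balance turned to 33.9% higher and 30.5% lower, as the median moved by 0.18. Poisson draws of the H3K27ac reads alone gave 0.203% higher and 0.134% lower, and clumped draws 23.2% and 21.9%. The difference in enrichment correlated at -0.955 with the difference between the controls, which is part of its own calculation, and at 0.173 with the difference in H3K27ac reads.

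**Figure D4:**
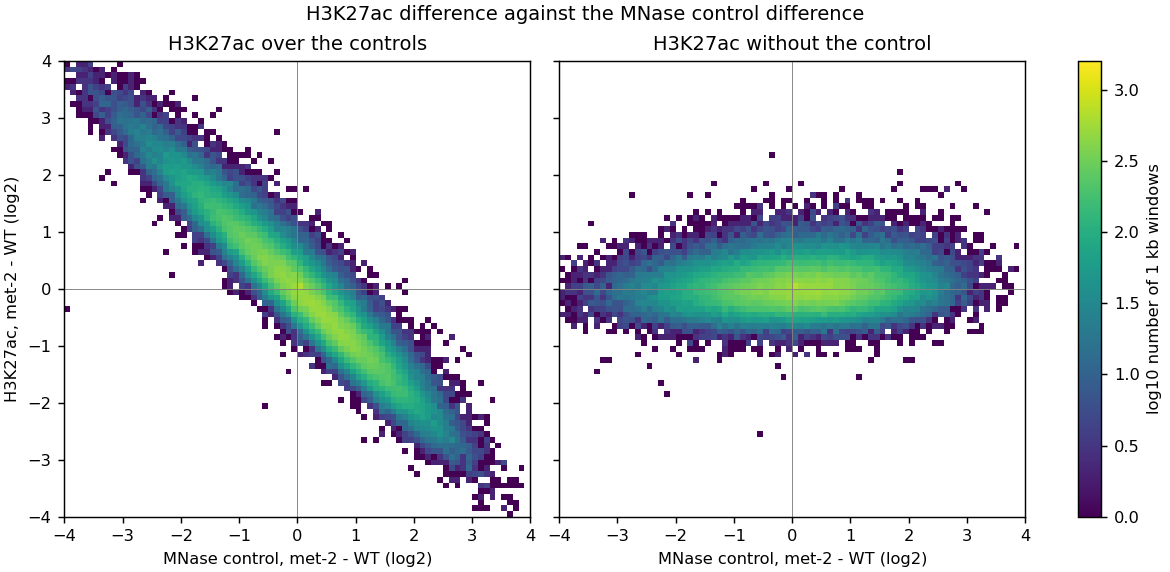
H3K27ac in *met-2* minus WT (vertical axis, log2) against the MNase control in *met-2* minus WT (horizontal axis, log2), with the H3K27ac values over the controls (left) or without the control (right). Colour gives the number of 1 kb windows on a log10 scale, and the 122 and 98 windows beyond 4 on either axis are not drawn. Over the controls the windows follow a falling diagonal (correlation -0.955), and without them they lie near 0.

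To ask whether H3K27ac changed where H3K9me3 lies, the change was computed at the 42529 windows enriched for H3K9me3 in WT. Over the controls the median change was -0.79, against 0.33 at other windows. The WT control enters this change and the choice of the windows with opposite effects. Without the control the median was 0.0675, against -0.0189 at other windows, and 58.8% of the enriched windows were above 0 against 46.8% of the others. That median was above all 10000 lists matched on H3K27ac level. At the 16144 windows enriched over both controls it was 0.0952. Among windows of similar WT control reads, enriched windows were below the others in 15 of 17 bins. Without the control, 10.1% of the H3K9me3-enriched windows and 4.95% of the others rose by more than 0.5.

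The extremes of each measure were as follows. The highest H3K9me3 enrichment was at IV 16809968 to 16812967, where the peak window held 310 H3K9me3 reads and 2 WT control reads, at least 35.8-fold higher than the control set at the floor of 3 reads. This bound and the 2 below leave out counting error, and the log2 enrichment was 4.07 (95% interval 2.28 to 5.87). At V 17246009 to 17262008 the peak window held 541 H3K9me3 reads, 1271 H3K9me2 reads and 9 WT control reads. Its log2 enrichment was 3.81 (95% interval 2.89 to 4.74) for H3K9me3 and 5.28 (4.36 to 6.20) for H3K9me2, the highest of that mark, and its *met-2* control count of 30 was above that of the WT control despite the lower depth. The lowest H3K9me3 value, -4.92 (-5.71 to -4.13), was in III 5459901 to 5462900. The peak window there held 13 H3K9me3 reads against 272 WT control reads. For WT H3K27ac the highest window was in I 2527978 to 2530977, with 168 reads against 3 in the WT control. This was at least 40.5-fold above the control (log2 4.04, 2.52 to 5.57). That window held 32 *met-2* control reads, and its log2 enrichment over the *met-2* control was -0.0691. The lowest WT H3K27ac window was in II 11758330 to 11760329, with 26 reads against 2002 in the WT control and 18 in the *met-2* control. The highest *met-2* H3K27ac window, in X 3638792 to 3641791, held 311 reads and 0 *met-2* control reads. This was at least 10.9-fold above the control (log2 4.86, 0.86 to 8.87). The width of this interval leaves out the pseudocount, and its upper end is out of reach with 0 control reads. The WT control held 79 reads there, and the log2 enrichment over the WT control was 0.696.

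The largest rise in H3K27ac enrichment in *met-2* was in V 2641144 to 2646143. In the peak window of this region H3K27ac reads numbered 26 in WT and 86 in *met-2*. The control there held 413 reads in WT and 1 in *met-2*. The largest fall was at IV 9039040 to 9040039, with 70 and 143 H3K27ac reads and 3 and 37 control reads in WT and *met-2*. Without the control, 3 of the 6 named H3K27ac changes were no longer past the threshold and 1 changed sign. With the control of the other genotype, 21 of 24 named enrichments moved outside their counting intervals. Of the 24, 6 were no longer past the threshold in their original direction, including the 4 that changed sign.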

Values the study reported

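The study reported that 16.5% of all genes carried H3K9me3 in early embryos and 3.4% carried H3K9me2. Of the genes with H3K9me3, it gave 29% as common to embryos and muscle. The study also gave 12% as the share of H3K9me3-marked loci that were derepressed in muscle lacking H3K9me. These values count genes or loci, not genome windows.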

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

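The test in this part was chosen after the result was seen. The mitochondrial genome, 14 of the 99485 windows, was counted with the rest and is the subject of no comparison. Its reads are part of the library totals. They made up 1.13% of the WT H3K9me3 library (95% Wilson interval 1.124 to 1.132), above the 0.569% in the WT MNase control, a ratio of 1.98. The shares were 0.590% for H3K9me2, 0.0787% for WT H3K27ac and 0.0781% for *met-2* H3K27ac. Mitochondrial DNA carries no histones. The controls, which received no antibody, differed from each other by a larger ratio of 2.23, with 1.27% in *met-2*. Differences between libraries unrelated to the antibody are therefore a candidate explanation that remains, and the elevated share cannot be told apart from it. No biological explanation was tested.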

How the results depend on the processing

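The 3 alternatives chosen after the data were seen are the separate controls in both correlations and the H3K27ac change at windows enriched over both controls. Of 94 recomputed values, 52 stayed within their interval across windows or, for counts, within 1.5 times the main value, and 42 moved. These intervals treat windows as independent and do not model counting error, so they are very narrow. A shift of the correlation of H3K9me3 with H3K9me2 from 0.722 to 0.727 counted as moved. The tally therefore does not measure robustness to counting noise. No paired analysis was possible because each group has 1 library. The lists of muscle and germline genes, the reads over *met-2* and their alternatives were not run, since no gene annotation of the ce10 build was used here.

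In 10 kb windows the share enriched was 19.0% for H3K9me3, 14.7% for H3K9me2, 18.4% for WT H3K27ac and 7.35% for *met-2* H3K27ac. H3K27ac enrichment was higher in *met-2* in 14.5% and lower in 15.8%, and the controls differed in 30.7%. The arm minus centre difference became 0.0637 for H3K9me3 and -0.37 for WT H3K27ac. The correlations were 0.699 for H3K9me3 with H3K9me2 and 0.615 for H3K9me3 with H3K27ac, the overlap was 58.3% and the H3K27ac change at H3K9me3-enriched windows was -0.47. The cause was not tested.

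A threshold of 1 left 23.5% of windows enriched for H3K9me3, 17.8% for H3K9me2, 22.7% for WT H3K27ac and 13.8% for *met-2* H3K27ac. It left 15.8% higher and 20.3% lower for the H3K27ac change, 35.8% for the controls and an overlap of 63.0%. The exact binomial test called 15.6% of windows enriched for *met-2* H3K27ac, 8.41% higher and 6.81% lower in *met-2*. The cause was not tested.

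With the control of the other genotype the overlap was 63.7% and the correlations were 0.643 and 0.720. Without the control the correlations were 0.529 and 0.624, and H3K27ac was higher in *met-2* in 7.16% of windows and lower in 3.07%. The H3K27ac change at H3K9me3-enriched windows turned from -0.79 to 0.0675, and to 0.0952 at windows enriched over both controls. With separate controls the correlations were -0.106 and 0.0242. In the correlations, the overlap and the change at H3K9me3-enriched windows the WT control enters both sides. The overlap of 63.7% still shares the *met-2* control, and with separate controls it was 37.7%, below the 42.8% of all windows. For the windows with higher or lower H3K27ac, a difference between the controls was the explanation tested, as given under the other observations.

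A pseudocount of 1 gave a correlation of 0.727 for H3K9me3 with H3K9me2, an overlap of 77.6% and an H3K27ac change of -0.84. Windows averaging at least 20 scaled reads gave 0.826 for H3K9me3 with H3K27ac and an H3K27ac change of -0.80. Totals without the mitochondrial genome and the top control windows gave an overlap of 75.2%. The middle of each chromosome as its centre gave -0.31 for WT H3K27ac. The cause was not tested.

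TMM scaling kept every count of windows within 1.5 times its main value but moved the balance of calls. Of windows past the threshold either way, those above it fell from 67.3% to 51.9% for H3K9me3, from 61.4% to 51.4% for H3K9me2 and from 66.3% to 50.9% for WT H3K27ac. For the controls they went from 58.4% to 48.3%, and for the H3K27ac change from 43.4% to 52.6%. For *met-2* H3K27ac they fell from 62.0% to 54.1%, and for the H3K27ac change without the control from 70.0% to 65.3%. Medians shifted by -0.28 for H3K9me3, -0.16 for H3K9me2, -0.28 for WT H3K27ac, 0.18 for the H3K27ac change and -0.19 for the controls. The size of the excess of enriched over depleted windows therefore depends on the scaling, while the excess of the H3K27ac change without the control largely stayed.

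The arm minus centre difference of H3K9me2 stayed below 0 in its 5 alternatives, between -0.0201 and -0.00447. That of H3K9me3 stayed above 0, between 0.0637 and 0.119. The 2475550 reads of the *met-2* control limit the enrichment in that genotype: its median window holds 21 reads.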

Other observations

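The tests of the shared control, of the control's part in the H3K27ac change and in the choice of its windows, of background, of the segments on V and III and of the windows with many reads were chosen only after the results were seen. The simulations of the controls and of H3K9me3 and the tests of level and position were chosen before.

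H3K9me3 enrichment rose with H3K9me2 and with H3K27ac across windows. A candidate explanation is the noise of the shared WT control. If so, separate controls would bring the correlations near 0, and they fell to -0.106 and 0.0242. The noise of the control therefore remains as an explanation, and an overlap of the marks cannot be told apart from it. Noise in separate controls would weaken a true correlation too, so an overlap is not excluded. Scaled reads without any control correlated at 0.529 and 0.624, where mappability and copy number, common to all libraries, were not separated from the marks. H3K9me3 reads correlated at 0.54 with the *met-2* control and 0.392 with the WT control, and H3K9me2 reads at 0.45 and 0.514. The 0.529 was thus no higher than H3K9me3 gave with a library without antibody. The 0.624 was above these H3K9me3 values and above those of WT H3K27ac, 0.524 and 0.433.

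The H3K27ac difference between genotypes has the same limit. Past the threshold were 64.9% of windows over the controls and 10.2% without them, which is consistent with a difference between the controls as the main contributor.

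The controls differed in 64.8% of windows. Counting noise in Poisson draws gave 12.6% and is too small. Clumped draws gave 69.6%. For H3K9me3, Poisson draws put 0.333% of windows above the threshold and clumped draws 39.4%, against 42.8% observed. By the prediction set in advance, the smaller share would have counted against clumping for H3K9me3 and the larger share for the controls would have counted for it. Both outcomes were instead treated as undecided once the values were seen. The reasons were that either way 65.9% of the draws and 63.5% of the windows were past the threshold for H3K9me3, that the variance used in the draws contains real differences between neighbouring windows, and that no replicate separates these. For H3K27ac without the control, the clumped draws put 23.2% of windows higher and 21.9% lower, against 7.16% and 3.07% observed, and these libraries correlated at 0.889. There the variance between neighbours was largely shared by both libraries, so the clumped draws overstate the noise. For the controls, the other like pair, the clumped draws exceeded the observed share too, and these libraries correlated at 0.393.

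Without the control, H3K27ac was higher in *met-2* at windows enriched for H3K9me3 in WT, by 0.0864 relative to other windows. Level was not the whole explanation, since the median stood at percentile 100.0 of the matched lists. With lists of this size the percentile does not tell how much of the difference level accounts for. Position was not the whole explanation either, since the difference was 0.107 within arms and 0.0607 within centres. More background in the *met-2* library remains: its log2 values over 10 kb windows had an interquartile range 0.806 times that of WT, and the H3K9me3-enriched windows lay at -0.0649 from the median in WT H3K27ac. A linear compression of that size would give a difference of 0.0206, less than the one seen, so background of this form may explain a part and leaves the rest. Background of another form was not tested. The choice of windows by low WT control reads is a further candidate explanation. The change fell with WT control reads (correlation -0.228). In bins of similar WT control reads the difference was below 0 in 15 of 17 bins and above 0 in the 2 bins with the fewest control reads, with a weighted mean of 0.00922. By the criterion set before this run a mean above 0 would have counted against this explanation. It was treated as undecided once the bins were seen, since most of them pointed the other way and since enriched windows within a bin have more H3K9me3 reads by construction. At windows enriched over the *met-2* control, chosen without the WT control, the difference was still 0.048. Reads of the controls correlated at 0.393, so these windows can also have few WT control reads, and the value does not decide the question. How much of the higher H3K27ac comes from the choice of windows therefore cannot be told. No library measured H3K9me in *met-2*, so whether these windows lost it is unknown. The paper assigns H3K9me3 to another enzyme, SET-25. At intergenic sites that opened when both enzymes were missing, it reported that some H3K9me3 remained in *met-2* muscle and H3K27ac rose in part. Those sites were not examined here. A gain of H3K27ac tied to a loss of H3K9me was therefore neither shown nor excluded. The change without the control was higher in arms than in centres on 5 of 5 autosomes.

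The segment at V 5080122 to 5083121 had almost no reads in the *met-2* libraries. These windows were picked for their H3K27ac reads. Poisson draws over all windows gave 0 windows of this kind, so counting noise was not the explanation. Clumped draws, which overstate the noise, gave up to 49 single windows and 0 runs of 3 adjacent ones in 20 draws, but windows were drawn independently, which nearly fixes that 0. In the data 0 windows showed the converse. The control reads did not pick the segment, and 0.00626% of runs of 3 adjacent windows had as low a control ratio, which goes against a chance clump. Nor was poor mappability of the segment, since WT reads there were 1.04 times the median window. A deletion or a diverged sequence in the *met-2* strain may explain it, as a hypothesis, although the draws alone do not tell it apart from clumped reads. The flanking windows are nearly empty in all 6 libraries, so the ends of such a deletion cannot be placed.

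The segment at III 8375874 to 8377873 had fewer reads in both *met-2* libraries, with a log2 H3K27ac difference of -1.86 in the higher of its windows. The lowest difference in Poisson draws over all windows was -1.38, so counting noise alone was not the explanation. Clumped draws reached -4.48, and 20 of 20 held an adjacent pair as low, up to 18 pairs in a draw. These draws overstate the noise, so a pair as low was nearly assured and they do not tell the segment apart from clumped reads. The data held 3 such pairs, 2 of them in the V segment. The control reads, which did not pick the segment, were as low in 6.54% of adjacent pairs. As the controls differed in most windows, this does little to separate a loss from a chance low ratio. The segment may mark the deletion behind the *met-2* allele, which the label places on chromosome III, but the position of the gene in this assembly was not used here. The 85 H3K27ac reads that remain could reflect a deletion that covers a part of the windows or cells without it, and these were not tested apart.

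Windows with many reads in all libraries were also examined. In 15 windows every library exceeded 5 times its median, and these took 2.22% of the WT control reads. In 7 of them the highest library was within 3 times the lowest, for example at V 12235056 to 12236055, where the libraries lay between 164 and 218 times their medians. Copies in the sequenced genome that the reference lacks, such as a transgene array, may explain an excess of equal size. The study describes sorting muscle cells by RFP from a strain with the integrated *gwIs4* reporter array. The sample titles name the wild type only as N2. Whether these windows match sequences of that array was not tested. Collapsed repeats in the assembly would look the same, and the test does not separate them from extra copies. At I 15064862 to 15065861 the excess ranged from 53.6 in *met-2* H3K27ac to 688 in the WT control.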
